# MicroRNA differential expression analysis in canine visceral hemangiosarcoma formalin-fixed, paraffin-embedded tissues

**DOI:** 10.3389/fvets.2026.1755166

**Published:** 2026-03-17

**Authors:** Laura Machado Ribas, Kerstin Muner, Nelly Elshafie, Elizabeth Rozanski, Francisco O. Conrado, Luis Dos Santos, Andrea Pires dos Santos

**Keywords:** angiosarcoma, cancer biomarkers, miRNAs, pathway analysis, small RNA sequencing, visceral hemangiosarcoma

## Abstract

**Introduction:**

Canine visceral hemangiosarcoma (HSA) is a highly aggressive malignancy of endothelial cells with a poor prognosis and limited diagnostic tools. MicroRNAs (miRNAs) are small non-coding RNAs with emerging utility as diagnostic and prognostic biomarkers due to their stability and disease-specific expression profiles.

**Methods:**

This study aimed to identify miRNA biomarkers for canine splenic and cardiac HSA using small RNA sequencing and quantitative PCR. Formalin-fixed, paraffin-embedded (FFPE) tissues were analyzed from 24 dogs with histologically confirmed HSA (18 splenic, six cardiac) and 12 non-neoplastic controls (six cardiac and six splenic).

**Results:**

A total of 67 and 71 miRNAs were differentially expressed (DE) in splenic and cardiac HSA, respectively, with 18 miRNAs shared between both tumor types. Forty candidate miRNAs were selected for validation by RT-qPCR using customized panels. Thirteen miRNAs were validated as DE in each tissue type, showing strong concordance with sequencing results. Pathway enrichment analysis of validated miRNAs revealed a significant involvement in oncogenic signaling pathways, including the PI3K-Akt, MAPK, HIF-1, and Ras pathways.

**Discussion:**

These results highlight miRNA signatures that may have diagnostic value in visceral HSA and support their use as biomarkers in archived tissues, with potential future application in liquid biopsy approaches.

## 1 Introduction

Canine visceral hemangiosarcoma (HSA) is an aggressive cancer of endothelial cells that is hypothesized to arise from bone marrow-derived endothelial cell precursors (1). It is particularly common in middle-aged to older, large-breed dogs and often affects organs such as the spleen, heart, liver, and lungs (1–4). Its rapid growth, high metastatic rate, and frequent tumor rupture can cause significant internal bleeding, which complicates both clinical presentation and case management (5, 6). Despite advances in treatment, the prognosis for dogs with visceral hemangiosarcoma remains poor. Surgery is the primary treatment, often followed by chemotherapy with doxorubicin; however, the median survival time post-surgery is only around four to six months (7, 8). The prognosis is even worse when metastasis has occurred, with survival rates dropping significantly (9). The gold standard for diagnosis of hemangiosarcoma is through histological analysis of the tumor, which usually reveals irregular blood-filled vascular channels lined by atypical endothelial cells (10). However, diagnosis can be challenging when tumors have atypical presentation, such as in nodular or solid masses without clear vascular formation, requiring thorough microscopic evaluation (11, 12). Additionally, the histologic criteria of malignancy in HSA are highly variable and do not reliably predict prognosis (4). Complementary to histopathology, immunohistochemistry targeting specific endothelial cell markers, such as CD31 and von Willebrand factor, can help differentiate the tumor origin from other conditions like hematoma or other sarcomas (10).

MicroRNAs (miRNAs) play a crucial role in regulating gene expression, influencing processes such as apoptosis, angiogenesis, and tumor growth (13–15). Their stability in formalin-fixed tissues and body fluids, as well as their tissue-specific expression profiles, make miRNAs promising candidates for biomarker development (16–20). Certain miRNAs have been implicated in the disease’s molecular mechanisms in studies on canine hemangiosarcoma. For instance, miR-214 has been identified as a tumor-suppressive miRNA that is downregulated in hemangiosarcoma cells (21). This miRNA promotes apoptosis in neoplastic cells via the COP1-p53 signaling pathway, suggesting its potential utility as a therapeutic agent (13, 22). Another significant miRNA, miR-126, promotes angiogenesis, a crucial aspect of hemangiosarcoma due to its endothelial origin (14, 15). Increased levels of miR-126 have been observed in various cancers, including hemangiosarcoma, indicating a role in tumor progression by enhancing blood vessel formation (14, 15). Additionally, comparative studies have identified alterations in the miRNA expression profile between hemangiosarcoma and normal splenic tissue, underscoring the relevance of miRNAs as potential biomarkers for differentiating malignant from benign lesions (21, 23). Specifically, the expression of miRNAs like miR-452 and miR-494-3p was altered in hemangiosarcoma compared to healthy controls in one study, pointing to their potential as diagnostic markers (23).

In this study, we performed small RNA sequencing and pathway analysis on formalin-fixed paraffin-embedded (FFPE) splenic and cardiac tissues from dogs diagnosed with visceral hemangiosarcoma to identify miRNAs that may be involved in its pathophysiology. Research on canine HSA serves to improve veterinary oncology but also offers valuable insights into the biology of vascular tumors that affect humans, given the similarities in genetic and molecular features between canine and human angiosarcomas (24, 25). This approach may accelerate the development of less invasive diagnostic methods and more effective treatments for these challenging malignancies.

## 2 Materials and methods

### 2.1 Animals

We included archived FFPE tissue samples from 24 dogs with histopathologically confirmed splenic (*n* = 18) and cardiac hemangiosarcoma (*n* = 6) in this study. The inclusion criteria required a survival time greater than five days following hospital discharge. Cases were excluded if the animal was alive at the time of last follow-up or if death was attributed to a cause unrelated to hemangiosarcoma. Control samples consisted of cardiac (*n* = 6) and splenic (*n* = 6) FFPE tissues from dogs that died of non-neoplastic causes and underwent necropsy. All samples (cases and controls) were obtained from the Willie M. Reed Animal Disease Diagnostic Laboratory (ADDL) and were selected from archival submissions within 10 years preceding sample selection (sample metadata in Supplementary Table 1).

### 2.2 RNA isolation

Total RNA was extracted from FFPE tissues using the miRNeasy FFPE Kit (QIAGEN, Germantown, MD), according to the manufacturer’s protocol. Briefly, three 10-μm sections per sample were deparaffinized with xylene, followed by ethanol washes and lysis. RNA was eluted in 26 μL of RNase-free water. RNA quantity was assessed using a NanoDrop^™^ One spectrophotometer (Thermo Fisher Scientific, Waltham, MA) and confirmed with the Qubit RNA High Sensitivity (HS) Assay Kit (ThermoFisher Scientific).

### 2.3 Library preparation and sequencing

#### 2.3.1 Splenic samples

Library preparation and sequencing were performed at QIAGEN using the QIAseq miRNA Library Kit (QIAGEN). A total of 100 ng of input RNA per sample was used to construct small RNA libraries. Unique molecular indices (UMIs) were incorporated during reverse transcription, followed by PCR amplification (16 cycles) and addition of sample indices. Libraries were quality-controlled using capillary electrophoresis (Fragment Analyzer, Agilent Technologies), quantified by quantitative PCR (qPCR), and pooled in equimolar ratios. Sequencing was performed on an Illumina NextSeq 2000 platform using 2 × 75 bp paired-end reads. FASTQ files were generated using Illumina’s bcl2fastq2 software.

#### 2.3.2 Cardiac samples

Small RNA libraries and sequencing were prepared at Theragen Bio (Seongnam-si, Gyeonggi, Republic of Korea) from total RNA samples using the NEXTflex Small RNA-Seq Kit v3 (Bioo Scientific, Austin, TX). Each sample consisted of approximately 100 ng of total RNA input. Adapter ligation was performed using a specific 3′ adapter (sequence: TGGAATTCTCGGGTGCCAAGG), designed to target small RNA molecules. Following adapter ligation, reverse transcription and PCR amplification were performed according to the manufacturer’s instructions to create cDNA libraries enriched for small RNAs. Size selection was conducted to retain fragments corresponding to miRNA molecules (~18–24 nt). The final library pool was quality-controlled using an Agilent Bioanalyzer to confirm fragment size distribution and quantified using Qubit fluorometry. Libraries were sequenced on an Illumina NovaSeq 6000 platform using paired-end 75 bp reads (2 × 75), generating between ~17 and 49 million raw reads per sample.

### 2.4 Read mapping and expression quantification

#### 2.4.1 Splenic samples

Primary analysis was performed using CLC Genomics Server 21.0.4 (QIAGEN). Reads were processed through the “QIAseq miRNA Quantification” workflow, including adapter/UMI trimming and length filtering (<15 nt or >55 nt). Deduplication was based on UMI grouping rules, including sequence similarity correction for singletons. Reads were mapped to miRBase v22.2 for known miRNAs, allowing for isomiR variants (≤2 mismatches or shifted start/end positions). Unaligned reads were secondarily mapped to the *Canis lupus familiaris* reference genome (Ensembl CanFam3.1.101) using the CLC “RNA-Seq Analysis” workflow with default settings.

Differential expression analysis was conducted using the “Empirical analysis of DGE” tool (EdgeR-based) within CLC Genomics Workbench. Variance-stabilizing transformation (VST) was applied using the DESeq2 R package (v1.28.1). *p*-values were adjusted for multiple testing using the Benjamini-Hochberg false discovery rate (FDR) correction. MiRNAs were considered differentially expressed if they exhibited an absolute log_2_ fold change ≥1 and an adjusted *p*-value <0.01.

#### 2.4.2 Cardiac samples

Initial quality control of the raw sequencing reads was performed using FastQC v0.11.9, and adapter trimming was done using Cutadapt v4.1. Reads shorter than 17 nt post-trimming were discarded. On average, over 98% of reads passed the quality and length filters across all samples. High-quality reads were aligned to the CanFam3.1 genome using Bowtie v1.3.1, allowing for efficient and accurate mapping of short reads. Known miRNAs were annotated using miRBase v22.1. Reads were aligned to both mature and precursor miRNA sequences to capture the full spectrum of small RNA species.

Read quantification was performed using HTSeq v2.0.2 to count reads aligned to each annotated miRNA. For differential expression analysis, raw counts were normalized and processed using DESeq2 v1.32.0, employing the VST and negative binomial modeling to identify statistically significant changes in miRNA abundance between biological conditions. Adjusted *p*-values were calculated using the Benjamini-Hochberg procedure to control the FDR. MiRNAs were deemed differentially expressed if they had an absolute log_2_ fold change ≥1 and an FDR-adjusted *p*-value <0.01.

### 2.5 RT-qPCR validation

#### 2.5.1 Normalization strategy

To identify suitable endogenous miRNA normalizers for RT-qPCR validation, we employed a multi-step strategy using our sequencing dataset, as previously described (26). This normalization approach was developed by our research team (26), built upon previously described methods (27, 28). First, miRNAs that were not significantly differentially expressed (FDR >0.05) were filtered. From this subset, miRNAs were ranked by fold change in ascending order and selected those with values closest to one, indicating minimal variation between experimental groups. Next, expression stability was assessed by calculating each candidate’s mean, standard deviation, and coefficient of variation (CV) across all samples using the count-per-million (CPM) matrix. Candidates were ranked by CV, and the top 50% most stable miRNAs were retained. To ensure biological neutrality, any miRNAs previously implicated in cancers were excluded based on a thorough literature review. Three miRNAs (miR-8859a, miR-8859b, and miR-8884) that met all criteria were selected to be tested on the original sequencing cohort. 

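In the cardiac libraries, none of the 3 candidate normalizers differed between HSA and control at an adjusted p of 0.05, the threshold of the selection step, in edgeR's quasi-likelihood test over 225 mature miRNAs. MiR-8859b had 49.5 ± 7.71 CPM (SD, n = 6) in cardiac HSA and 52.9 ± 5.26 CPM (SD, n = 6) in cardiac control, normalized by edgeR's TMM method, a log2 fold change of -0.10 (standard error 0.18, adjusted p = 0.688). The log2 fold change of miR-8859a was -0.29 (standard error 0.20, adjusted p = 0.224), and that of miR-8884 was 0.52 (standard error 0.27, adjusted p = 0.134). Without HSA replicate 3, miR-8859a was lower in HSA by a log2 fold change of -0.48 (adjusted p = 0.0176). When the counts were scaled by library size only, the log2 fold change of miR-8884 was 1.13 (adjusted p = 0.0093, with 0.00930 to 1.00 over the 13 alternatives set beforehand that kept all libraries), and those of miR-8859a and miR-8859b turned positive, at 0.28 and 0.49. With limma on the deposited CPM, that of miR-8884 was 1.09 (adjusted p = 0.0122). With the muscle miRNAs as a covariate, chosen after the data were seen, the log2 fold change of miR-8859a was -0.68 (adjusted p = 0.0125). Over the 12 cardiac libraries, the coefficient of variation of the deposited CPM was 31.4% for miR-8859b, 33.0% for miR-8859a and 55.7% for miR-8884. Among the 117 miRNAs with an adjusted p over 0.05 and a read in every cardiac library, these were the ranks 12, 19 and 62 from the lowest variation, in a ranking not narrowed by fold change. The splenic libraries, which the selection also covered, were not analysed here.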

Following RT-qPCR, we evaluated the expression stability of the candidate normalizers using the GeNorm algorithm (29) (Supplementary Tables 2, 3).

#### 2.5.2 Quantitative reverse transcription PCR

To validate the differential expression of miRNAs identified by sequencing in FFPE tissues of splenic and cardiac hemangiosarcoma, 40 candidate miRNAs were selected based on fold-change, statistical significance, and relevance to biological pathways (gene ontology analysis). Customized miRNA qPCR panels were developed (miRCURY LNA miRNA Custom PCR Panel, QIAGEN), incorporating 40 target miRNAs, as well as the three candidate endogenous miRNA controls, RNU6, UniSp3, and UniSp6 (Table 1).

**Table 1:** MicroRNAs selected for customized qPCR plates design.

#	MiRCury Assay Cat. No.	miRNA ID	Target sequence
1	YP00205943	miR-20b	CAAAGUGCUCACAGUGCAGGUA
2	YP02113807	miR-10a	UACCCUGUAGAUCCGAAUUUGU
3	YP02110018	miR-141	AACACUGUCUGGUAAAGAUGG
4	YP02102101	miR-142	CCCAUAAAGUAGAAAGCACUA
5	YP02100678	miR-188	CAUCCCUUGCAUGGUGGAGGGU
6	YP02113947	miR-196b	UAGGUAGUUUCCUGUUGUUGGGA
7	YP02104713	miR-221	AGCUACAUUGUCUGCUGGGUUU
8	YP02116318	miR-32	UAUUGCACAUUACUAAGUUGCAU
9	YP02114619	miR-411	AUAGUAGACCGUAUAGCGUACG
10	YP02115385	miR-503	UAGCAGCGGGAACAGUACUG
11	YP02102538	miR-18a	UAAGGUGCAUCUAGUGCAGAUA
12	YP02100265	miR-18b	UAAGGUGCAUCUAGUGCAGUUA
13	YP00204130	miR-135b	UAUGGCUUUUCAUUCCUAUGUGA
14	YP00204688	miR-146a	UGAGAACUGAAUUCCAUGGGUU
15	YP00204660	miR-150	UCUCCCAACCCUUGUACCAGUG
16	YP00204018	miR-187	UCGUGUCUUGUGUUGCAGCCGG
17	YP00204665	miR-193a	UGGGUCUUUGCGGGCGAGAUGA
18	YP00204482	miR-200c	UAAUACUGCCGGGUAAUGAUGGA
19	YP00205616	miR-202	UUCCUAUGCAUAUACUUCUUUG
20	YP00205914	miR-203a	GUGAAAUGUUUAGGACCACUAG
21	YP00204487	miR-205	UCCUUCAUUCCACCGGAGUCUG
22	YP00205401	miR-212	ACCUUGGCUCUAGACUGCUUACU
23	YP00204364	miR-328	CUGGCCCUCUCUGCCCUUCCGU
24	YP02119293	miR-335	UCAAGAGCAAUAACGAAAAAUGU
25	YP00204486	miR-34a	UGGCAGUGUCUUAGCUGGUUGU
26	YP00205659	miR-34c	AGGCAGUGUAGUUAGCUGAUUGC
27	YP00204618	miR-362	AAUCCUUGGAACCUAGGUGUGAGU
28	YP00204011	miR-370	GCCUGCUGGGGUGGAACCUGGU
29	YP00204362	miR-375	UUUGUUCGUUCGGCUCGCGUGA
30	YP00204218	miR-376b	AUCAUAGAGGAAAAUCCAUGUU
31	YP00204301	miR-452	AACUGUUUGCAGAGGAAACUGA
32	YP00204489	miR-487b	AAUCGUACAGGGUCAUCCACUU
33	YP00204579	miR-494	UGAAACAUACACGGGAAACCUC
34	YP00205657	miR-505	GGGAGCCAGGAAGUAUUGAUGU
35	YP00204447	miR-543	AAACAUUCGCGGUGCACUUCUU
36	YP00205983	miR-99b	CACCCGUAGAACCGACCUUGCG
37	YP00205427	miR-376c	GUGGAUAUUCCUUCUAUGUUUA
38	YP02119694	miR-7a	UGGAAGACUAGUGAUUUUGUUGU
39	YP00205120	miR-223	UGUCAGUUUGUCAAAUACCCC
40	YP00205141	miR-493	UGAAGGUCUACUGUGUGCCAG
41	YP00203907	U6 snRNA	
42	YP02119288	UniSP3	
43	YP00203954	UniSp6	
44	YP02121094	miR-8859a	UGGAUCGGAGCCGGGGUCCGGA
45	YP02121097	miR-8859b	GGUCGGAUUCCGUGCCUGGAGU
46	YP02121124	miR-8884	UUUGAUGGAUUUGCUUAGCACC

First-strand cDNA was synthesized by reverse transcription using 50 ng of total RNA and the miRCURY LNA RT Kit (QIAGEN), according to the manufacturer’s instructions. The synthetic RNA spike-in UniSp6 was included as an internal control. qPCR was performed using the miRCURY LNA SYBR Green PCR Kit (QIAGEN) following the recommended protocol. For analysis, CT values were uploaded to the QIAGEN GeneGlobe Data Analysis Center.^1^ Samples were assigned to control and test groups, and normalization was performed using the GeNorm method (29) based on our predefined reference miRNAs. Relative expression levels were calculated using the ∆∆CT method, where the ∆CT of each target was computed relative to the average of selected reference miRNAs, and the ∆∆CT was calculated by subtracting the ∆CT of the control group from that of the test group. Fold change was calculated using the 2^(−∆∆CT)^ formula.

### 2.6 Pathway enrichment analysis

MiRNAs significantly differentially expressed in the small RNA sequencing analysis and successfully validated by quantitative reverse transcription PCR (RT-qPCR) were selected for pathway analysis. Predicted target genes for each validated miRNA were identified using miRDB,^2^ a web-based tool that provides functional annotations for miRNA targets based on a machine learning algorithm trained on high-confidence experimental data (30, 31). For each miRNA, the top-ranked predicted targets with a target score ≥60 were extracted from miRDB. The compiled list of target genes was then uploaded to ShinyGO^3^ (32), an interactive gene-set enrichment analysis tool, to identify enriched Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (33, 34). Enrichment analysis was performed with default parameters, using the *Canis lupus familiaris* genome (gene symbol-based annotation on ROS_Cfam_1.0 GCF_014441545.1) as the background.

## 3 Results

### 3.1 Profiling of differentially expressed microRNAs in tissues with hemangiosarcoma

To determine if miRNAs are altered in tissues with HSA, we performed small RNA sequencing on 18 splenic hemangiosarcoma samples and six splenic controls. A total of 453 miRNAs were detected across all samples. Differential expression analysis identified 67 miRNAs significantly dysregulated in splenic HSA compared to normal spleen, using a threshold of ≥2-fold change and FDR <0.01 (Figure 1A and Supplementary Table 4). The distribution of expression patterns suggested distinct molecular signatures related to malignant endothelial transformation in splenic tissue.

**Figure 1:**
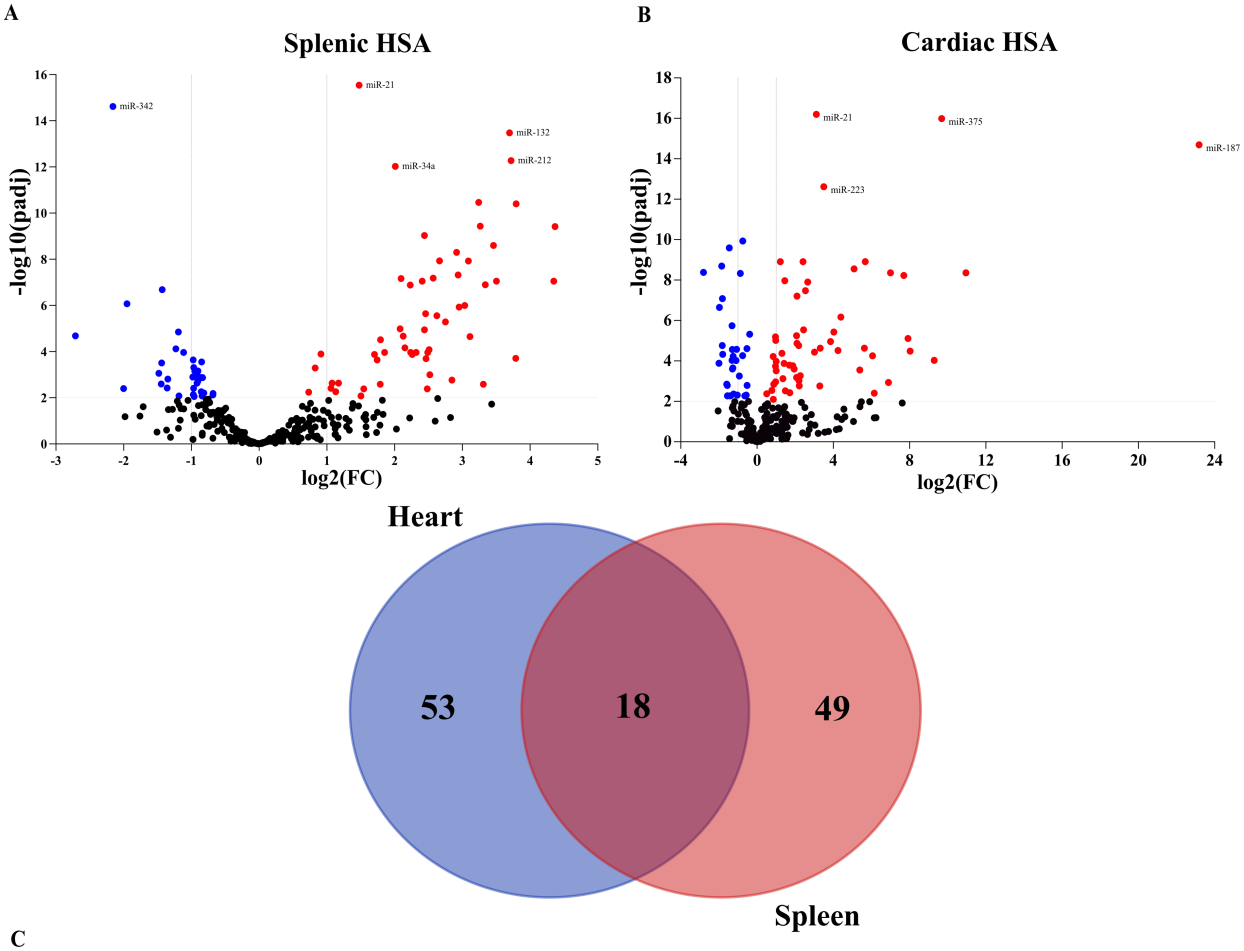
Differential expression analysis of microRNAs in visceral hemangiosarcoma via small RNA sequencing. **(A,B)** Volcano plot identifying miRNA expression changes. The *x*-axis represents the log_2_ of the fold changes in miRNA expression, whereas the *y*-axis shows the statistical significance. The two center vertical lines indicate a 2-fold regulation threshold. The horizontal line indicates a 0.01 *p*-value threshold. Red represents positive regulation. Blue represents negative regulation. **(C)** Venn diagram indicating the number of overlapping and unique miRNAs between the two datasets.

To assess organ-specificity, small RNA sequencing was also conducted on cardiac hemangiosarcoma tissues. This analysis revealed 71 differentially expressed miRNAs in cardiac HSA using the same criteria of ≥2-fold change and FDR <0.01 (Figure 1B and Supplementary Table 5). Of these, 53 miRNAs were uniquely dysregulated in cardiac tissue, not overlapping with those identified in splenic samples. Conversely, 18 miRNAs were shared between cardiac and splenic HSA tissues, indicating tissue-specific and common regulatory patterns across visceral HSA sites (Figure 1C and Supplementary Table 6). 

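Each of the 12 cardiac libraries holds small RNA from whole FFPE tissue of 1 dog, from 6 dogs with cardiac HSA, a tumor of endothelial cells, and 6 dogs that died of non-neoplastic causes. The deposited sample labels contradict themselves for every cardiac library, since the title and the treatment field name opposite conditions. Both fields divide the libraries into the same 6 and 6, and the title was used. With this grouping, a DESeq2 fit gave all 71 miRNAs of Supplementary Table 5 the sign that the paper reports. The labels also name another library kit than the NEXTflex kit of the methods, and the methods were followed. The authors trimmed the reads with Cutadapt, aligned them to CanFam3.1 with Bowtie and counted them on miRBase miRNAs with HTSeq. They deposited these raw counts and the same counts scaled to CPM, without a factor for composition. The table lists 517 combinations of a mature miRNA and a precursor, for 453 mature miRNAs, of which 320 had a read in a cardiac library. Entries of 1 mature miRNA with identical counts were merged, which left 474. After merging, the total counts per library ran from 6999830 to 11668822 in control (median 9049880.5) and from 2018959 to 8999025 in HSA (median 4233661).
Counts were compared with edgeR's quasi-likelihood test after TMM normalization, which scales each library so that most miRNAs keep their level. EdgeR's filter on low counts kept 244 entries for 225 mature miRNAs. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change of at least 1, the paper's thresholds, and the standard error is the log2 fold change divided by the square root of the F statistic. The paper used DESeq2, which was run as an alternative. The paper took all tissue blocks from 1 diagnostic laboratory. The files give no sequencing batch, and the library names of the 2 conditions follow different formats, so a batch that follows the condition cannot be excluded. Reads that fit several miRNAs of a family, such as miR-18a and miR-18b or miR-10a and miR-10b, may have been counted on either or both. MiR-103 and miR-107 had equal or nearly equal counts in every library, as did miR-133a and miR-133c. All of these were kept as separate miRNAs, in the totals and the shares as well.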

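Between cardiac HSA and cardiac control, 58 miRNAs were called, 42 higher in HSA with a median log2 fold change of 2.44 and 16 lower with a median of -1.44. Of the 58, 50 are on Supplementary Table 5, and all 61 miRNAs of that table that passed the count filter changed in the direction it gives. Of the 225 miRNAs tested, 58 had all 6 HSA values above or all below the 6 control values, which chance gives for 0.216% of miRNAs, and 44 of these were called. Of the alternatives set beforehand that kept all libraries and had no replicate term, a test against the fold threshold itself moved the count most, to 11. With counts scaled by library size only, 69 miRNAs were called higher and 5 lower, and with limma on the deposited CPM 54 higher and 5 lower, so the number of lower miRNAs depends on the normalization. Leaving out 1 library at a time gave from 24 to 65 called miRNAs.
Among the called miRNAs with no overlap between the groups, miR-122 had the largest rise, from 22.4 ± 17.3 CPM (SD, n = 6) in control to 34242 ± 83355 CPM (SD, n = 6) in HSA, a log2 fold change of 10.58 (standard error 2.60, adjusted p = 0.0063). This value rests on HSA replicate 3, with 204390 CPM, and the log2 fold change without that library was 3.24 (adjusted p = 0.00411). The call was lost when any 1 of the 6 control libraries was left out, with adjusted p from 0.014 to 0.0172. MiR-375 rose from 3.73 ± 2.44 to 3396 ± 4217 CPM, a log2 fold change of 9.83 (standard error 1.76, adjusted p = 0.00156), and ranged from 19.7 to 10488 CPM among the HSA libraries. The log2 fold change of miR-196b was 7.62 (standard error 1.45, adjusted p = 0.00199), with control replicate 4 above the other control libraries. MiR-200c had a log2 fold change of 7.09 (standard error 1.56, adjusted p = 0.00413), which was 4.61 without HSA replicate 5 and was no longer called without control replicate 1, 2, 4, 5 or 6. MiR-8865 rose from 0.305 ± 0.366 to 16.2 ± 14.5 CPM, a log2 fold change of 5.66 (standard error 0.92, adjusted p = 0.00105).
The largest fall was that of miR-486-3p, from 1638 ± 192 CPM in control to 244 ± 161 CPM in HSA, a log2 fold change of -2.75 (standard error 0.42, adjusted p = 0.000935). MiR-30d had a log2 fold change of -1.94 (standard error 0.45, adjusted p = 0.00461), and its adjusted p passed 0.01 in 7 of the 12 fits that each left out 1 library, those without control replicate 1, 2, 4 or 5 or HSA replicate 1, 2 or 4, with a highest value of 0.0147. MiR-504, miR-125a and miR-125b were lower in HSA by log2 fold changes of -1.90, -1.77 and -1.75, with adjusted p of 0.00137, 0.000935 and 0.000965. Each of these 5 miRNAs was lower in all 6 HSA libraries than in any control library.

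**Figure D1:**
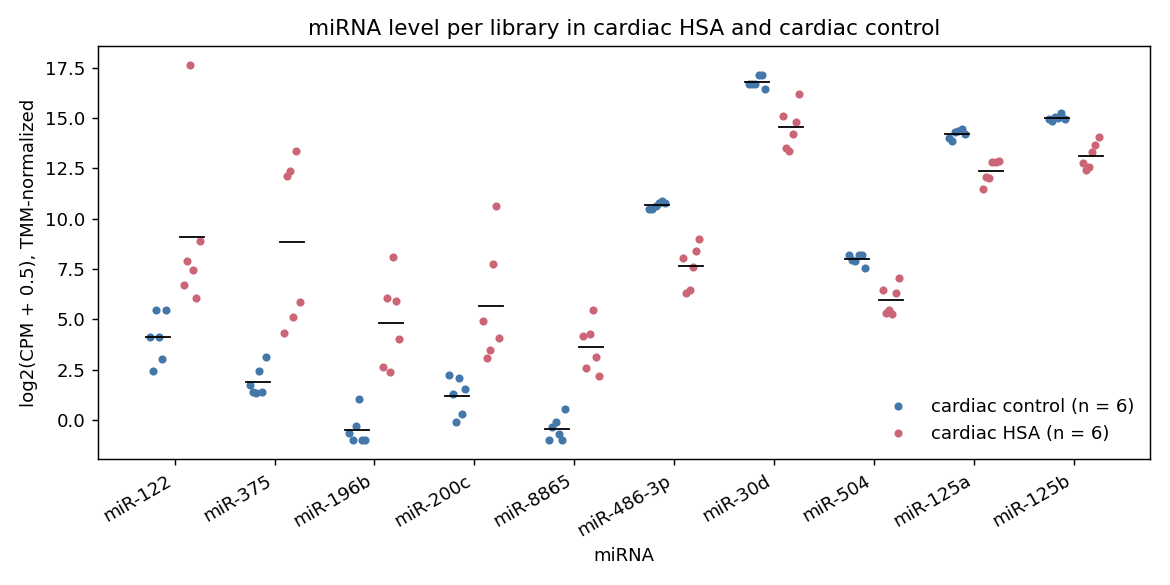
Level of 10 miRNAs in each cardiac library as log2 of TMM-normalized CPM plus 0.5, with 6 points per condition and lines at the means. The 5 miRNAs on the left are higher in every HSA library than in any control library, and the 5 on the right are lower; the highest point of miR-122, at 17.64, is HSA replicate 3.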

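Of the 58 miRNAs called in the cardiac libraries here, 43 are absent from the paper's list of 67 splenic miRNAs in Supplementary Table 4. The splenic counts were not analysed here, so absence from that list says nothing about the size of a difference between the organs, which was not tested. The cardiac libraries were also made with another kit and counted in another way than the splenic ones. Of the miRNAs on the splenic list, 50 passed the count filter in the cardiac libraries.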

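Of the miRNAs on the paper's splenic list, 15 were called in the cardiac libraries, and all 15 are among the 18 that the paper reports as shared. Of these 15, 11 changed in the same direction as on the splenic list. The other 4, miR-146a, miR-150, miR-200c and miR-203, were higher in cardiac HSA and are lower on the paper's splenic list. Each list sets HSA against control tissue of its own organ. Opposite directions thus do not show opposite levels in the tumors, which were not compared. MiR-150 had 604 ± 545 CPM (SD, n = 6) in cardiac HSA and 118 ± 16.6 CPM (SD, n = 6) in cardiac control, a log2 fold change of 2.35 (standard error 0.61, adjusted p = 0.00765 from edgeR). The call of miR-150 was lost without any 1 of the 6 control libraries and without HSA replicate 2, 3 or 4, with adjusted p from 0.013 to 0.0306, and over the 13 alternatives set beforehand that kept all libraries its adjusted p ran from 0.000587 to 0.0723. MiR-203 had a log2 fold change of 5.21 (standard error 0.98, adjusted p = 0.00193), which was 3.93 without HSA replicate 5. Among the miRNAs with the same direction, miR-21 had the smallest adjusted p, 0.000485, with 51260 ± 30674 CPM in HSA and 5464 ± 819 CPM in control, a log2 fold change of 3.23 (standard error 0.39). The log2 fold changes of miR-146b, miR-132 and miR-224 were 2.76, 2.53 and 1.12, with adjusted p of 0.000965, 0.000935 and 0.00461. MiR-224 lost its call without control replicate 1, 2, 4 or 6 or HSA replicate 1, 2 or 4, in the last 3 with log2 fold changes of 0.88, 0.86 and 0.97. The remaining 3 of the paper's 18 were not called, since miR-196a and miR-205 did not pass the count filter and miR-20b had an adjusted p of 0.011. The paper reads the overlap of the lists as a sign of regulation that is partly common to the sites and partly tissue-specific. Its discussion asks for caution here, because the platforms and pipelines differed between the tissues.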

The miRNAs dysregulated in cardiac samples were enriched for functions in vascular development, endothelial migration, immune regulation, and angiogenic signaling, reflecting the aggressive biology of cardiac HSA and its endothelial origin.

### 3.2 Validation of differentially expressed miRNAs

A customized qPCR panel was developed to validate miRNA candidates identified by small RNA sequencing, including 40 differentially expressed miRNAs and six controls. These miRNAs were selected based on sequencing fold change, statistical significance, and known or predicted involvement in tumor-related pathways. Validation was performed using RNA extracted from FFPE splenic hemangiosarcoma tissues. Of the 40 tested miRNAs, 13 were confirmed as significantly differentially expressed in splenic hemangiosarcoma compared to healthy spleen tissue. Among these, five miRNAs were upregulated, and eight were downregulated, showing consistent directionality with the sequencing data (Figure 2A and Table 2). These validated miRNAs further support their potential as biomarkers for distinguishing splenic HSA from normal tissue.

**Figure 2:**
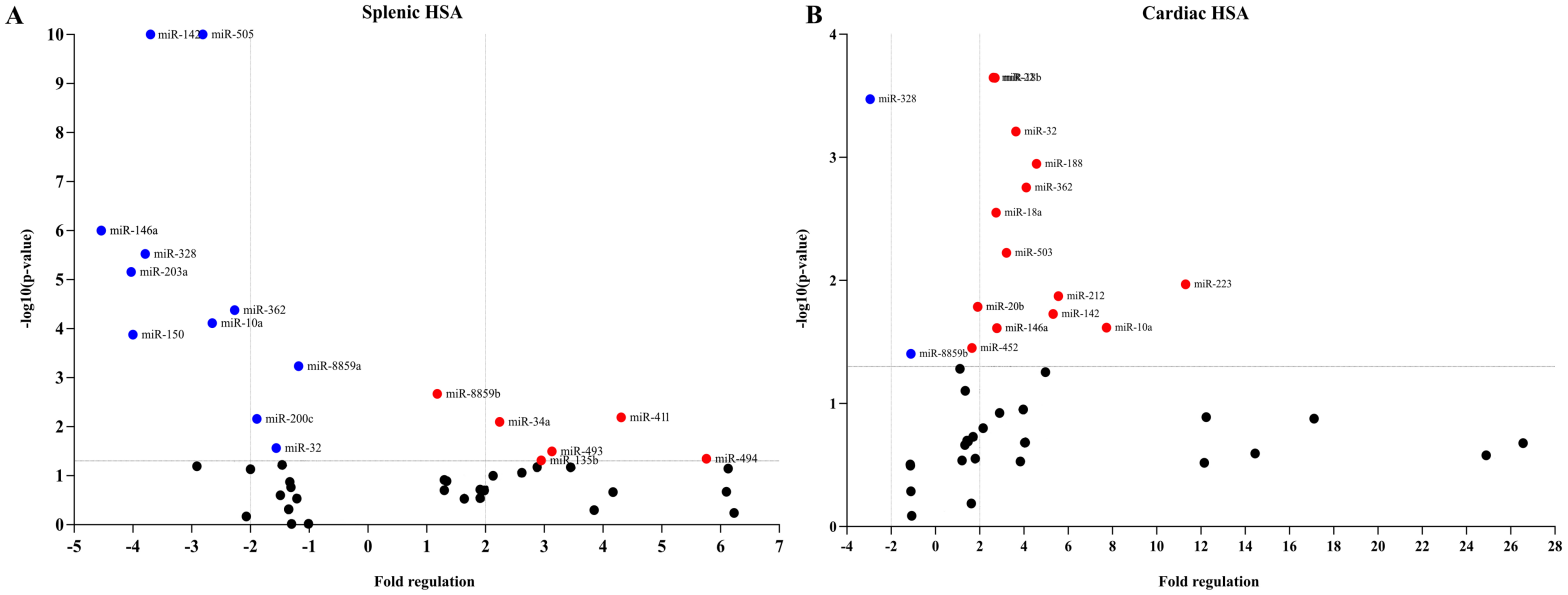
Volcano plot of RT-qPCR validation analysis of microRNA candidates for diagnostic markers for visceral hemangiosarcoma. The *x*-axis represents the fold regulations in miRNA expression, whereas the *y*-axis shows the statistical significance. The two center vertical lines indicate a 2-fold regulation threshold. The horizontal line indicates a 0.05 *p*-value threshold. Red represents positive regulation. Blue represents negative regulation. **(A)** Splenic hemangiosarcoma. **(B)** Cardiac hemangiosarcoma.

**Table 2:** Differentially expressed miRNAs in splenic hemangiosarcoma.

miRNA ID	Fold regulation	*p*-value
miR-34a	2.24	0.007977
miR-135b	2.95	0.048684
miR-493	3.13	0.031991
miR-411	4.31	0.006456
miR-494	5.76	0.045127
miR-10a	−2.65	0.000077
miR-142	−3.70	0.000000
miR-146a	−4.54	0.000001
miR-328	−3.79	0.000003
miR-505	−2.81	0.000000
miR-150	−4.00	0.000133
miR-362	−2.27	0.000042
miR-203a	−4.03	0.000007

The same panel of 40 miRNAs was analyzed by qPCR in FFPE cardiac hemangiosarcoma samples. Thirteen miRNAs were significantly dysregulated in cardiac HSA compared to control cardiac tissue. 

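The 13 miRNAs of Table 3 were also measured by sequencing in the cardiac libraries, where 12 of them passed the count filter. Each of the 12 changed in the direction of its qPCR value, 11 higher and miR-328 lower in HSA, and 9 were called. With p-values adjusted over the list alone, 10 were called, miR-32 being the addition, which is not independent evidence because the panel was chosen from sequencing of these dogs. The log2 fold change of miR-223 was 3.58 (standard error 0.49, adjusted p = 0.000879 from edgeR), with 380 ± 208 CPM (SD, n = 6) in HSA and 31.8 ± 14.7 CPM (SD, n = 6) in control. MiR-142 rose by a log2 fold change of 2.16 (standard error 0.42, adjusted p = 0.0022) and miR-18a by 1.56 (standard error 0.28, adjusted p = 0.00156). Each of these was higher in all 6 HSA libraries than in any control library. MiR-18b, which Supplementary Table 5 does not list, was not called, with a log2 fold change of 1.319 (standard error 0.80, adjusted p = 0.192). Its libraries had 3.07 ± 1.81 CPM in HSA and from 0 to 3.11 CPM in control. MiR-188 did not pass the filter, with 6, 11, 6, 13, 1 and 2 counts in HSA replicates 1 to 6 and at most 1 count in any control library. Taking 3 counts as the lowest level that a control library could show, it was at least 3.86-fold higher in HSA. Of the 40 miRNAs on the panel, 31 passed the filter and 15 were called, or 18 when adjusted over the list alone.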

Notably, 12 miRNAs were upregulated, and one was downregulated in tumor tissue, aligning with the patterns observed in the sequencing dataset (Figure 2B and Table 3). The validated miRNAs included both unique cardiac-specific candidates and miRNAs shared with the splenic hemangiosarcoma subset, showing both organ-specific and overlapping molecular features of visceral HSA. The concordance between qPCR and sequencing results supports the robustness of the selected miRNA markers and their potential clinical utility.

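Across the 12 miRNAs of Table 3 with a tested sequencing value, the log2 fold change in the cardiac libraries and the log2 of the paper's qPCR fold regulation had a Pearson r of 0.950 (permutation test, two-sided p = 6e-05) and a Spearman rho of 0.832 (permutation test, two-sided p = 0.00136). These were the 2 relations computed, with Benjamini-Hochberg adjusted values of 0.00012 and 0.00136. The correlation is across miRNAs, which are not independent replicates, and both methods used tissue of the same cohort. Table 3 lists only the 13 of 40 panel miRNAs that the paper found significantly changed by qPCR. The panel itself was chosen partly by sequencing. A correlation over miRNAs selected in this way can be inflated, and it says nothing about the other panel miRNAs. MiR-328, the single miRNA that fell, lies apart from the others. Without miR-223 and miR-328, the 2 farthest from the median sequencing value, r was 0.741 (permutation p = 0.0156) and rho was 0.709 (permutation p = 0.0269) over 10 miRNAs. With DESeq2, which also gave a value for miR-188, r over the 13 miRNAs was 0.801 (permutation p = 0.00522), the lowest of the alternatives.

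**Figure D2:**
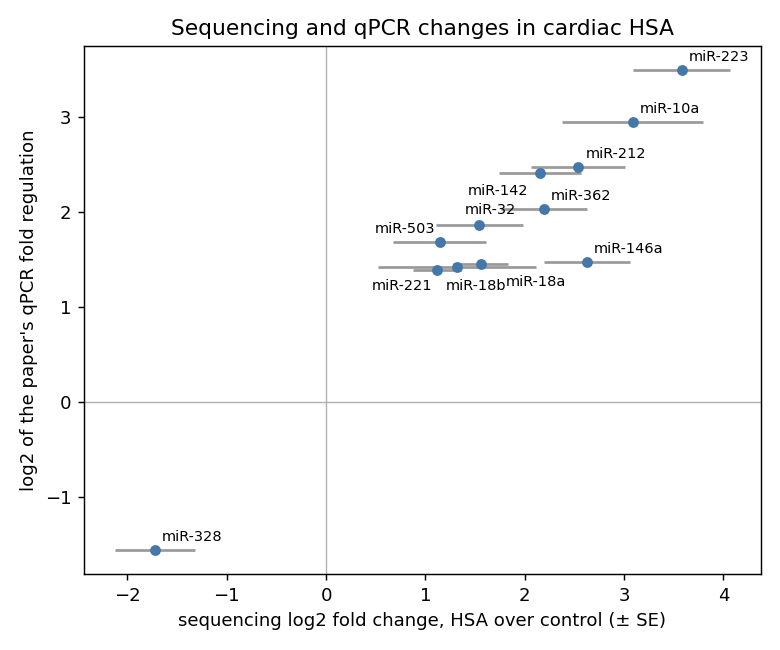
Log2 fold change of 12 miRNAs in the cardiac sequencing libraries, HSA over control, with the standard error as a horizontal bar, against the log2 of the paper's qPCR fold regulation. Every point but miR-328 lies above 0 on both axes.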

**Table 3:** Differentially expressed miRNAs in cardiac hemangiosarcoma.

miRNA ID	Fold regulation	*p*-value
miR-10a	7.73	0.024233
miR-18a	2.74	0.002813
miR-142	5.32	0.018751
miR-503	3.21	0.005969
miR-146a	2.78	0.024394
miR-221	2.62	0.000225
miR-212	5.56	0.013431
miR-18b	2.69	0.000226
miR-32	3.64	0.000616
miR-188	4.57	0.001131
miR-362	4.11	0.001758
miR-223	11.31	0.010768
miR-328	−2.95	0.000337

### 3.3 Pathway enrichment analysis

To explore the biological roles of differentially expressed miRNAs in splenic HSA, we performed pathway enrichment analysis using ShinyGO with the target genes predicted by Target Mining on miRDB (Supplementary Tables 7, 8). The study revealed significant enrichment in various cancer-related and signaling pathways (Figure 3A). The top enriched pathways included the MAPK, Rap1, and Ras signaling pathways, which are well-known mediators of tumor cell proliferation, differentiation, and survival (Supplementary Figures 1–3, respectively). Next was the TGF-β signaling pathway, an important regulator of tumor progression, angiogenesis, and immune evasion within the tumor microenvironment (Supplementary Figure 4). Other enriched pathways included autophagy, cellular senescence, and glioma, suggesting overlapping mechanisms with different aggressive and vascular-rich tumor types. Notably, pathways involved in neuroactive signaling, such as neurotrophin signaling and dopaminergic synapse, were also identified, which may reflect interactions between blood vessel formation and neural pathways in the tumor niche. Cancer-specific pathways, including miRNAs in cancer, colorectal cancer, and choline metabolism in cancer, were also enriched, further reinforcing the oncogenic relevance of the miRNA signature.

**Figure 3:**
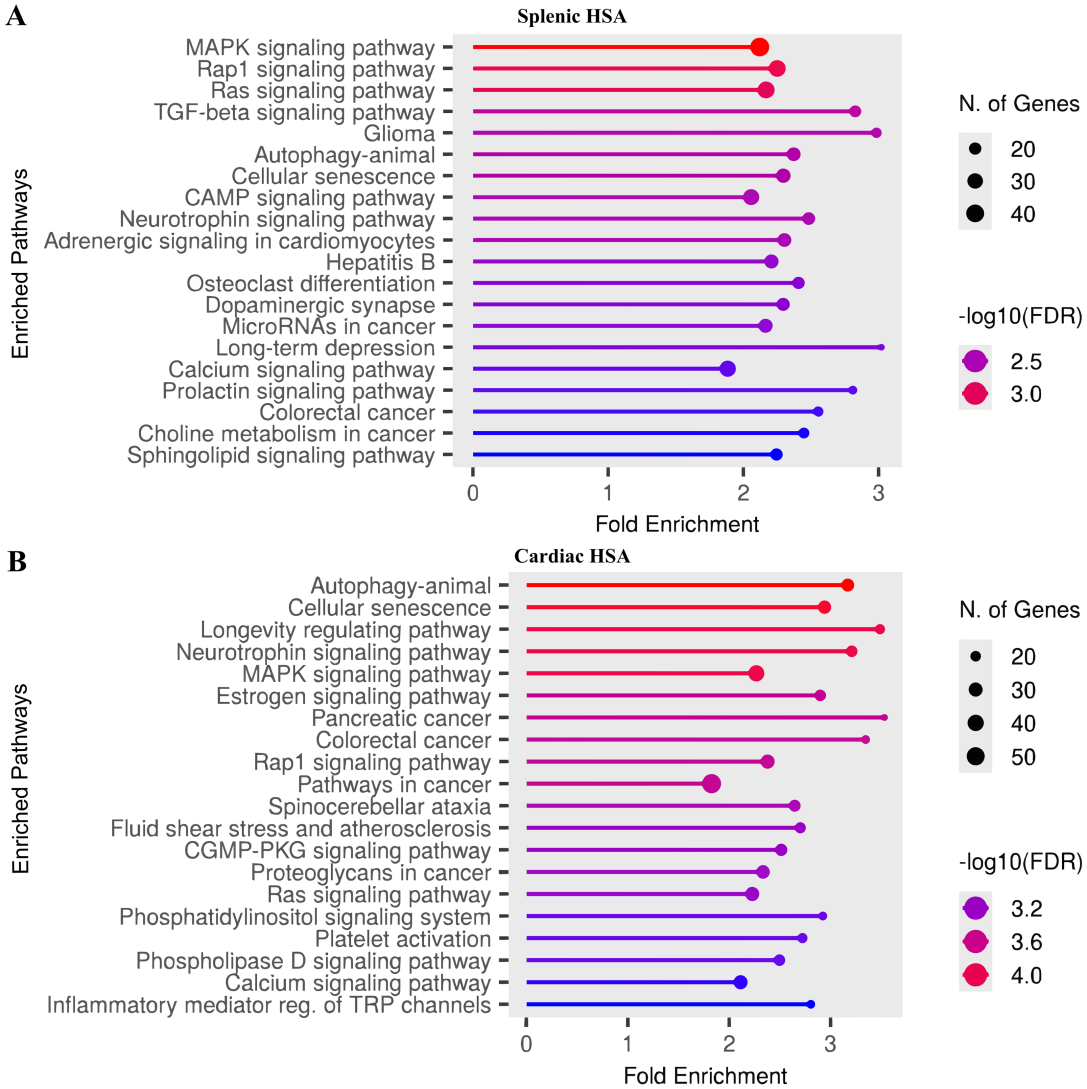
KEGG pathway enrichment analysis based on target genes of differentially expressed miRNAs in visceral hemangiosarcoma. The *y*-axis lists the enriched pathways, while the *x*-axis represents fold enrichment values. **(A)** Splenic hemangiosarcoma. **(B)** Cardiac hemangiosarcoma.

Upon pathway enrichment analysis of differentially expressed miRNAs in cardiac HSA, we identified a broad range of enriched pathways (Figure 3B). Top enriched pathways included autophagy, cellular senescence, and the longevity regulating pathway, suggesting roles in tumor cell survival, stress response, and resistance to apoptosis (Supplementary Figures 5–7, respectively). Key oncogenic signaling pathways such as MAPK, Rap1, Ras, and estrogen signaling were also significantly enriched, highlighting critical mechanisms that drive proliferation, angiogenesis, and cellular transformation in endothelial-derived tumors (Supplementary Figure 8). In addition, several cancer-related KEGG pathways were overrepresented, including those associated with pancreatic, colorectal, and general pathways in cancer, suggesting an association between the miRNA signature and malignancy. Other notable enriched pathways included fluid shear stress and atherosclerosis, platelet activation, and phosphatidylinositol signaling, all of which are closely linked to vascular function and hemodynamic regulation, key aspects of cardiac HSA biology. The enrichment of neurotrophin signaling and inflammatory mediator regulation of TRP channels also suggests a possible interaction between neural, inflammatory, and vascular cues in the tumor microenvironment. Overall, these results highlight that the dysregulated miRNAs in HSA are functionally linked to key signaling cascades involved in tumorigenesis, vascular remodeling, and immune modulation.

## 4 Discussion

This study provides a comprehensive evaluation of miRNA expression profiles in canine visceral HSA, with particular attention to the differences between splenic and cardiac tumors. We used small RNA sequencing and verified our findings with qPCR, confirming 13 differentially expressed miRNAs in each organ. Among these, miR-328 was the only miRNA consistently downregulated in both tissue types. Four miRNAs (miRs- 142, 10a, 362, and 146a) were dysregulated in both tissue types, though in different directions of expression. In addition, in cardiac HSA, miRs- 32, 18a, 503, 188, 223, 221, 18b, and 212 were significantly upregulated. In contrast, splenic HSA exhibited upregulation of miRs- 493, 494, 34a, 135b, and 411, along with downregulation of miRs- 150, 505, and 203a. While these patterns suggest organ-associated differences in miRNA dysregulation, they should be interpreted cautiously given the use of different sequencing platforms and analytical pipelines across tissues, making our standardized validation step crucial for confirmation. These findings contribute to a growing body of evidence that miRNAs play critical roles in the pathogenesis, progression, and potential prognosis of HSA, with implications for both veterinary and human oncology.

Recent computational and multi-omics studies emphasize that robust biomarkers often reflect coordinated molecular networks rather than single features (35–38). This framework is relevant to the tissue-associated differences observed here, as cardiac and splenic HSA likely arise within distinct molecular and stromal environments that may contribute to divergent miRNA dysregulation patterns. Integrative network modeling could therefore be leveraged in future comparative studies to test whether the miRNA signatures identified in canine visceral HSA align with conserved regulatory networks across HSA contexts (38).

Pathway enrichment analysis linked differentially expressed miRNAs in splenic HSA to Ras/MAPK and PI3K-Akt signaling, consistent with prior reports in other systems. For example, miR-34a, which was upregulated in splenic HSA, has been shown in non-canine cancer cell lines and cardiovascular mouse models to modulate components of the Ras-ERK and PI3K-Akt cascades, with reported effects on cell proliferation, angiogenic effects, and endothelial cell function (39, 40). Notably, these effects are highly context dependent: in some models, ectopic miR-34a reduced basal ERK and Akt phosphorylation, consistent with suppression of mitogenic activity (40). In endothelial cells, miR-34a overexpression suppressed HIF-1α and VEGF, impairing angiogenic tube formation and promoting cellular senescence (39). We speculate that miR-34a upregulation may reflect a stress- or feedback-associated modulation of angiogenic and proliferative pathways. Another miRNA upregulated in splenic HSA, miR-135b, has been reported to influence HIF-1α-associated signaling. In a squamous cell carcinoma mouse model, it targeted a HIF-1α upstream inhibitor with associated increases in VEGF expression and microvessel density, consistent with altered HIF-1α-associated angiogenic signaling (41). In the present study, the upregulation of miR-135b in splenic HSA, together with enrichment of HIF-1 and MAPK signaling pathways, suggests association with hypoxia-responsive angiogenic networks.

Multiple HSA-associated miRNAs have been linked to the regulation of the PI3K/Akt pathway by targeting its negative regulators. In cardiac HSA, miR-221 is strongly upregulated; this oncomiR (often in concert with miR-222) has been reported to enhance PI3K/Akt signaling by silencing PTEN, thereby promoting tumor resistance to adriamycin, as demonstrated in human breast cancer tissue and the MCF-7/ADR cell line (42). 

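In the cardiac libraries, miR-221 had 600 ± 199 CPM (SD, n = 6) in HSA and 277 ± 49.9 CPM (SD, n = 6) in control, a log2 fold change of 1.11 (standard error 0.24, adjusted p = 0.00384 from edgeR's test). It was higher in 5 of the 6 HSA libraries than in any control library. Leaving out 1 library changed the call in 7 of 12 fits. It was reduced to a log2 fold change of 0.77 without HSA replicate 1, 0.81 without HSA replicate 4, 0.99 without HSA replicate 3 and 0.998 without HSA replicate 2, under the threshold of 1 in each case. Without control replicate 1, 4 or 5 it was between 1.02 and 1.12, with adjusted p from 0.0104 to 0.0123.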

Upregulation of miR-221/222 has also been reported to target the CDK inhibitors p27^Kip1^ in HeLa cells and p57^Kip2^ in Hep3b, SNU638, and SNU449 cells, thereby accelerating G1/S progression (43, 44). Although the present study did not directly assess PTEN expression, Akt/mTOR activation, or cell-cycle regulation, enrichment of PI3K/Akt-related pathways in cardiac HSA offers insight into the observed miR-221 dysregulation. Accordingly, the upregulation of miR-221 in cardiac HSA should be interpreted as an association consistent with prior reports linking this miRNA to survival and proliferative signaling, and as a candidate regulatory axis warranting targeted functional validation in canine HSA (42, 45). Similarly, miR-32 and miR-494, both upregulated in cardiac and splenic HSA, respectively, are also reported to target PTEN. 

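MiR-32 had 10.2 ± 4.24 CPM (SD, n = 6) in the cardiac HSA libraries and 3.49 ± 2.09 CPM (SD, n = 6) in the control libraries, a log2 fold change of 1.54 (standard error 0.44). It was higher in all 6 HSA libraries than in any control library, but its adjusted p of 0.0127 from edgeR's test was above the threshold. DESeq2 gave an adjusted p of 0.0031 and a log2 fold change of 1.497, scaling by library size only gave 0.0024 and 2.10, and limma on the deposited CPM gave 0.00256 and 1.84. Over the 12 alternatives set before the fits and without a library left out, the adjusted p ran from 0.0024 to 0.168. Without control replicate 3, edgeR's adjusted p was 0.00854.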

Overexpression of miR-32 has been shown to reduce PTEN in SW480 cells and PHLPP2 in ZR-75-30 cells, two inhibitors of the PI3K/Akt pathway, increasing Akt phosphorylation and downstream mTOR activity (46, 47). Whereas miR-494 repressed PTEN in lung cancer A549 cells and liver cancer AML12 cells, leading to hyperactivation of Akt and downstream mTOR/S6K signaling (48, 49). Moreover, miR-494 is part of the 14q32 miRNA cluster often associated with cancer stemness and angiogenesis; its high expression in tumors has been linked to invasive, stem-like phenotypes (48). Target genes of miR-494 also include Sox7 (50), BIM (51), and caspase-2 (52), further illustrating its pro-tumor activity. Collectively, these miRNAs represent candidate regulators of PI3K/Akt-associated signaling networks in canine HSA and provide a rationale for future functional studies aimed at defining their specific roles in tumor biology.

In contrast to miRNAs previously associated with enhanced proliferative and survival, other dysregulated miRNAs identified in cardiac HSA have been linked in prior studies to growth-inhibitory or anti-angiogenic functions. Among these, miR-503, which was upregulated in cardiac HSA, is part of the miR-424/503 cluster, a hypoxia-responsive miRNA locus that has been reported to exert context-dependent, and often tumor-suppressive, effects in several experimental systems (53, 54). 

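In the cardiac libraries, miR-503 was not called, with a log2 fold change of 1.14 (standard error 0.47, adjusted p = 0.0656 from edgeR's test). The paper's sequencing list in Supplementary Table 5 does not hold miR-503 either. It had 30.2 ± 18.8 CPM (SD, n = 6) in HSA and 13.7 ± 7.97 CPM (SD, n = 6) in control. Control replicate 1, with 29.6 CPM, lay above the other control libraries, and 2 of the 6 HSA libraries were above every control library. HSA replicate 1, with 8.07 CPM, was below every control library. Its log2 fold change stayed between 0.76 and 1.52 when each library was left out in turn.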

In non-canine cell models, miR-503 has been shown to influence cell-cycle regulation by targeting Cyclin D1/3 and E2F3, resulting in G1 arrest in endometriotic stromal cells and hepatocellular carcinoma cell lines (55, 56). Notably, Zhou et al. (57) found that, in HepG2 cells, miR-503 simultaneously downregulates VEGFA and FGF2, two major angiogenic signals, leading to impaired capillary tube formation by human umbilical vein endothelial cells (HUVECs). The upregulation of miR-503 is best interpreted as a compensatory response to excessive angiogenic drive by lowering VEGF/FGF and slowing cell-cycle progression rather than a defined functional role.

Cellular senescence and autophagy were identified among the biological processes associated with the differentially expressed miRNAs in this study. One such miRNA, miR-146a, which was downregulated in splenic HSA and upregulated in cardiac HSA, has been reported in other experimental systems to modulate inflammatory signaling. 

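MiR-146a had 1483 ± 950 CPM (SD, n = 6) in the cardiac HSA libraries and 240 ± 61.3 CPM (SD, n = 6) in the cardiac control libraries. Its log2 fold change was 2.63 (standard error 0.43, adjusted p = 0.00112 from edgeR's test), and it was higher in all 6 HSA libraries than in any control library. With each library left out in turn, the log2 fold change stayed between 2.10 and 2.82. The splenic libraries were not analysed here.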

In a human embryonic kidney (293) cell line, miR-146a was shown to target the adaptor kinases IRAK1 and TRAF6, resulting in attenuation of NF-κB signaling and reduced downstream cytokine secretion (58). In addition, prior studies have shown that repression of IRAK1 can influence the senescence-associated secretory phenotype (SASP) (59). In the present study, differential expression of miR-146a between splenic and cardiac tumors suggests tissue-associated differences in inflammatory or stress-related regulatory networks. 

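MiR-10a had 8214 ± 8779 CPM (SD, n = 6) in the cardiac HSA libraries and 966 ± 449 CPM (SD, n = 6) in the cardiac control libraries, a log2 fold change of 3.09 (standard error 0.71, adjusted p = 0.00461 from edgeR's test). It was higher in 4 of the 6 HSA libraries than in any control library. The highest value, 24963 CPM, decided part of the difference, since the log2 fold change without HSA replicate 4 was 1.97 (adjusted p = 0.0132). The call was also lost without any 1 of the 6 control libraries, with adjusted p from 0.0104 to 0.0128.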

A similar context-dependent pattern was observed for miR-10a, which was downregulated in splenic HSA and upregulated in cardiac HSA. This miRNA has been linked in other systems to endothelial activation, inflammation, and senescence. In endothelial cell models, knockdown of miR-10a has been shown to enhance NF-κB signaling through upregulation of key mediators of IκB degradation, including MAP3K7 (TAK1) and βTRCP, with associated increases in VCAM-1, IL-6, and IL-8 expression (60). Conversely, enforced miR-10a expression reduced basal VCAM-1 and E-selectin levels, consistent with attenuation of endothelial inflammatory activation (60). Thus, it is possible that cardiac HSA’s upregulation of miR-10a could temper such pathways in that context, possibly related to different hemodynamic or hypoxic conditions in cardiac tumors.

Consistent with the enrichment of autophagy and stress-related pathways in cardiac HSA, miR-212 was upregulated in cardiac HSA. 

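MiR-212 had 13.7 ± 6.76 CPM (SD, n = 6) in the cardiac HSA libraries and 2.35 ± 1.29 CPM (SD, n = 6) in the cardiac control libraries. This was a log2 fold change of 2.54 (standard error 0.48, adjusted p = 0.00193 from edgeR's test), and it stayed between 2.16 and 2.81 with each library left out in turn. All 6 HSA libraries were above every control library.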

In a mouse cardiomyocyte model, Ucar et al. (61) reported that miR-212/132 downregulates FoxO3, modulating autophagy and promoting hypertrophy. In cancer, FoxO3a acts as a tumor suppressor by triggering apoptosis or cell-cycle arrest under stress (62). We speculate that miR-212 upregulation in cardiac HSA may suppress FoxO3-driven autophagic cell death, allowing tumor cells to survive under conditions of nutrient deprivation or hypoxia. It aligns with the enrichment of autophagy and mTOR pathways observed, as miR-212 would tilt the balance toward mTOR (growth) and away from FoxO3 (catabolic autophagy). 

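In the cardiac libraries, miR-362 had 196 ± 138 CPM (SD, n = 6) in HSA and 42.9 ± 8.06 CPM (SD, n = 6) in control, a log2 fold change of 2.19 (standard error 0.43, adjusted p = 0.00234 from edgeR's test). Each HSA library was above every control library. Leaving out each library in turn gave log2 fold changes from 1.57 to 2.37, and miR-362 was called in each of these fits.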

Another reported regulator of the FoxO pathway is miR-362, which was downregulated in splenic HSA but upregulated in cardiac HSA. Zhu et al. (63) reported in 786-O and ACHN renal cell carcinoma cell lines that miR-362-3p was associated with reduced proliferation and epithelial-to-mesenchymal transition through direct targeting of SP1, with downstream effects on PTEN and FoxO3 signaling. In cervical cancer cell lines, SP1 overexpression has been linked to increased cellular proliferation (64), providing biological context for the potential relevance of this axis, where miR-362 loss may promote a more proliferative, invasive phenotype in splenic HSA. Conversely, the upregulation of miR-362 in cardiac HSA could indicate enforcement of a more quiescent state via SP1/PTEN/Akt modulation. While biologically plausible, the functional relevance of this axis in HSA remains to be determined. Finally, miR-203a (downregulated in splenic HSA) has been implicated in regulation of cellular senescence and stemness-related pathways in other tumor models, reinforcing the theme of senescence loss. Notably, miR-203 has been shown to target the polycomb group protein BMI1 in colon cancer cells and leukemia stem cells (65, 66), a master regulator of stem cell self-renewal that extends cellular lifespan through repression of the INK4A/ARF locus (66). In addition, restoration of miR-203 in human T-cell tumor cell lines reduced ABL1 expression and was associated with decreased cellular proliferation (67). In the context of the present study, reduced miR-203a expression in splenic HSA is consistent with dysregulation of BMI1-INK4A/ARF-associated senescence pathways. Notably, similar patterns of miR-203 downregulation have been reported in human soft tissue sarcomas, where they are associated with more aggressive disease and poorer outcomes (68), further supporting the biological relevance of this miRNA in mesenchymal tumors.

Given the central role of aberrant vascular growth in HSA, we next highlight additional dysregulated miRNAs with reported links to angiogenic signaling. MiR-411, which was upregulated in splenic HSA, has been reported to modulate angiogenic and growth factor-responsive pathways in a context-dependent manner. In non-small cell lung cancer models, miR-411 has been shown to target SPRY4, a negative regulator of Ras/ERK signaling, resulting in enhanced EGFR-, ERK-, and AKT-associated signaling and increased invasive behavior (69, 70). Interestingly, while miR-411 appears oncogenic in lung cancer, in other contexts, such as glioblastoma and RCC tissues and cell lines (71, 72), it has been reported as a tumor suppressor, illustrating cell-type specificity. In the context of a highly vascular tumor such as HSA, upregulation of miR-411 is consistent with a role in sustaining angiogenic signaling. Conversely, miR-328, which was consistently downregulated in both splenic and cardiac HSA, has been described in multiple systems as an angiogenesis-inhibitory miRNA. 

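In the cardiac libraries, miR-328 had 14.2 ± 5.96 CPM (SD, n = 6) in HSA and 47.0 ± 14.7 CPM (SD, n = 6) in control, a log2 fold change of -1.72 (standard error 0.40, adjusted p = 0.00475 from edgeR's test). All 6 HSA libraries were below every control library, and HSA replicate 3, with 2.80 CPM, lay apart from the other HSA libraries. Without that library the log2 fold change was -1.51 (adjusted p = 0.00233). The call was lost without control replicate 1, 2, 4 or 5 or HSA replicate 2, with adjusted p from 0.0104 to 0.0141. It was also lost when the counts were scaled by library size only (-1.12, adjusted p = 0.0408) and with limma on the deposited CPM (-1.18, adjusted p = 0.0375), and over the 13 alternatives set beforehand that kept all libraries the adjusted p ran from 0.000111 to 0.0714.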

MiR-328 has been shown to target CD44, a cell-surface receptor involved in extracellular matrix interactions, growth factor presentation, and endothelial cell adhesion and migration (73–75). In endothelial and hypoxia-associated human and murine models, reduced miR-328 expression has been associated with enhanced angiogenic signaling (76), including activation of AKT/mTOR and HIF-1α-VEGF-related pathways (77). Accordingly, loss of miR-328 in HSA is consistent with removal of inhibitory constraints on neovascularization. A related pattern is observed for miR-505, which was downregulated in splenic HSA and has been reported in other cancers to target growth factor ligands and kinases within EGFR-Ras-MAPK signaling pathways, including TGFA and MAP3K3 (78, 79). Collectively, these miRNA expression patterns support the presence of a pro-angiogenic regulatory landscape in HSA, characterized by the downregulations of inhibitory “angiomiRs” and altered modulation of growth factor-responsive pathways.

This study has limitations that should be considered when interpreting the results. The cardiac HSA cohort was relatively small, limiting statistical power and rendering those findings exploratory. In addition, differences in sequencing platforms and analytical pipelines between splenic and cardiac samples limit interpretation of tissue-associated differences despite harmonized RT-qPCR validation. Analyses were performed on whole tumor tissue, capturing both tumor-intrinsic and microenvironmental signals, and therefore do not allow attribution of miRNA changes to specific cellular compartments. Prior chemotherapy was not used as an exclusion criterion, and animals were not stratified by treatment status; because chemotherapy can modulate miRNA expression through effects on apoptosis, cellular stress, and immune pathways, treatment-related molecular alterations may have contributed to the observed expression profiles. Dogs with hemangiosarcoma were also significantly older than controls, and age-associated changes in miRNA expression were not included as covariates in the statistical models, potentially introducing a confounding effect. The inclusion criterion requiring a survival time greater than five days after hospital discharge may introduce a survival bias, as it excludes per acute fatal cases. This threshold was established to ensure that only animals with confirmed post-surgical survival and complete follow-up data were included, thereby reducing confounding effects from perimortem physiological stress or acute postoperative complications. Finally, pathway enrichment and target prediction analyses were based on *in silico* approaches, as direct assessment of target gene expression or pathway activation was beyond the scope of this study. Collectively, these factors warrant cautious interpretation and support the need for larger, cell-type-resolved, and functionally focused follow-up studies.

In conclusion, this study defines complex yet coherent regulatory network patterns of miRNA dysregulation in canine visceral HSA that are associated with biological processes central to vascular tumor biology, including angiogenesis, inflammatory signaling, cell-cycle regulation, and cellular stress responses. Pathway enrichment analyses highlight coordinated involvement of PI3K/Akt and MAPK signaling networks, with multiple differentially expressed miRNAs converging on shared regulatory nodes such as PTEN, KRAS, SPRY4, and FOXO3. Tissue-associated differences in miRNA expression provide a framework linking miRNA profiles to pathway-level alterations in HSA. Future studies should prioritize functional validation and evaluation against clinically relevant differential diagnoses (including hematoma, nodular hyperplasia, hemangioma, and other sarcomas) to establish biological and diagnostic relevance, with integration of these data informing translational applications in vascular tumors. Because tumor cells actively and passively release miRNAs into the bloodstream through exosomes, microvesicles, apoptotic bodies, or protein-bound complexes, prospective studies evaluating these candidate miRNAs in matched plasma or serum samples from dogs with cardiac and splenic masses, including benign differentials such as chemodectoma, hematoma or nodular hyperplasia, should be performed to determine their true translational utility.

## Data Availability

The datasets generated for this study have been deposited in NCBI’s Gene Expression Omnibus (80, 81) and are accessible through GEO Series accession number GSE310480 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE310480).

How the deposited data were processed for this re-analysis (not part of the article)

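Small RNA of FFPE tissue was measured in 6 cardiac HSA libraries and 6 cardiac control libraries. The splenic libraries, 18 HSA and 6 control in the paper's design, had no counts among the files used here and were not analysed, and neither were the qPCR measurements, of which only the fold regulations of Table 3 were used. The deposited tables hold raw counts per mature miRNA and precursor and the same counts scaled to CPM. The scaling was checked by recomputing it, and the largest difference was 0.00499 CPM. No column was left out. The totals over all deposited entries ran from 7935194 to 13428485 in control (median 10317483) and from 2344708 to 10425944 in HSA (median 4505414). These totals count a read on a mature miRNA with several precursors more than once, which concerns 48 mature miRNAs, so 43 entries identical in name and counts were removed.
Libraries were grouped by the condition in their title. The treatment field of the labels gives the opposite condition to every cardiac library and the title was chosen before the counts were seen. The fold changes of Supplementary Table 5 were then compared with the grouping, and a DESeq2 fit came within a median of 0.0172 and at most 0.146 of their log2 values. Replicate numbers follow the titles and do not pair the dogs. Mature miRNAs were named as in the files, without the prefix for dog. Of the 40 names on the qPCR panel, all were found, with miR-203a read as miR-203 and miR-7a as miR-7. The gene table at hand describes another assembly, UU_Cfam_GSD_1.0, than the CanFam3.1 of the authors, so no coordinates are given and it was not used.
Differential expression was computed in R 4.3.3 with edgeR 4.0.16, by the quasi-likelihood F test without a robust dispersion, TMM factors and the filter on low counts with its default settings by condition. TMM factors ran from 0.769 to 0.889 in control and from 0.948 to 1.97 in HSA, and the median log2 fold change of all tested entries was 0.33. A miRNA was called at an adjusted p under 0.01 and an absolute log2 fold change of at least 1. Where a mature miRNA had several entries, the values given are those of the entry with the highest count, and it counts once. The standard error is the log2 fold change over the square root of F. Non-overlap of the groups was judged on TMM-normalized CPM, and the smallest two-sided p that an exact permutation test can reach with 6 libraries against 6 is 0.00216. A count of 3 was taken as the lowest level that a library can show. A fold against a group with every library at or under this level is given as a lower bound. No tested miRNA had such a group. Shares of counts are of the total over 1 entry per mature miRNA, the one with the highest count, and not of the larger totals after merging. Intervals for these shares are Wilson intervals at 95% and cover counting error only, since reads amplified by PCR are not independent molecules.
The alternatives set before the data were examined were DESeq2 1.42.0 with its own filter, median-of-ratios factors, scaling by library size only, upper quartile factors, TMM without the muscle miRNAs, no filter beyond a read, a mean of at least 10 CPM, a robust dispersion, a test against a fold change at the threshold, an adjusted p of 0.05 as in the legend of Supplementary Table 5, limma 3.58.1 with a trend on log2 of the deposited CPM plus 1, all entries as deposited, the replicate number as a term, and each library left out in turn. Chosen after the data were seen were 1 entry per mature miRNA in edgeR and in DESeq2, DESeq2 without its rule on Cook's distance, counts thinned to the smallest library of 2018959 counts, and the muscle miRNAs as a covariate. Lists of miRNAs typical of muscle, epithelium, erythroid cells, myeloid and lymphoid cells, the endothelium (miR-126), proliferation and the large imprinted cluster orthologous to human 14q32 were written before the data were examined, from general knowledge. They were tested with fry, and with camera at a preset correlation of 0.01 and at an estimated one. A liver list was written after miR-122 had been seen. Correlations used 100000 permutations.
Individual miRNAs are named in the text when the paper names them for cardiac tissue, when they are on 1 of the lists or a candidate normalizer, or when they are among the 5 largest rises and the 5 largest falls of called miRNAs without overlap between the groups. Others are said to be chosen after their values were seen. Other groupings of the libraries were tried in 100 of the 462 divisions into 6 and 6, the real one included. Tables were summarised with Python 3.11.15 and scipy 1.17.1.
The tests were tried on simulated data in which 60 entries were changed by a log2 fold change of 2, fewer than would be usual because only 244 entries are tested. Of the 57 changed entries that passed its filter, edgeR called 31, 54.4%, all in the right direction, and it called 0 of the unchanged ones. DESeq2 called 43 of 60 and 1 unchanged entry, limma called 33 of 57, and edgeR with the replicate number as a term called 25. The median estimated log2 fold change with edgeR was 1.99 for raised and -2.10 for lowered entries. Fry gave a raised list a p of 5.48e-07, and 2 of 20 unchanged lists had a p under 0.05. Changed entries can thus remain uncalled at this number of libraries. Both simulated conditions were drawn from the control means with the same dispersion for each entry. The real HSA libraries varied more, with pair correlations from 0.827 to 0.974 against 0.985 to 0.992 in control. The shares of right and false calls in the simulation need therefore not hold for these libraries.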

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

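Apart from the main fit and the alternatives set beforehand, every test in this part was chosen after the result it concerns had been seen. Among 114 comparisons of 1 library with the other 5 of its condition, 6 stood apart, and 5.7 would be expected by chance. A library stood apart when its gap to the nearest other, divided by the range of the condition, was above Dixon's critical value at 95%.
The number of called miRNAs was compared with other groupings. Of 100 divisions of the 12 libraries into 6 and 6, drawn from 462, 1 gave as many called miRNAs, the real one itself. The largest count in the others was 2, and 98 of them gave 0. The HSA libraries had fewer counts than the control libraries, and thinning every library to the smallest total left 48 of the 58 miRNAs called among 52, which argues against depth as the source of the calls. HSA replicate 6 stood apart by its total of 8999025 counts, against 2018959 to 4605116 in the other HSA libraries. Without it 65 miRNAs were called. The paper states that dogs with HSA were older than controls and were not stratified by earlier chemotherapy, and both stay open as untested explanations of the differences.
HSA replicate 2 stood apart by its TMM factor of 1.966, against 0.948 to 1.173 in the other HSA libraries. MiR-21 took 15.7% of its counts over 1 entry per mature miRNA. Without this library 39 miRNAs were called. Neither a technical nor a biological explanation was tested.
MiR-122 stood apart in HSA replicate 3, at 17.641 on the log2 CPM scale, where the other HSA libraries had 6.071 to 8.902. It took 26.51% of that library's 2477170 counts over 1 entry per mature miRNA (Wilson interval 26.46% to 26.57%). The paper does not list miR-122 for cardiac HSA. Its log2 fold change of 10.5759 was called by edgeR, and DESeq2 gave it no p-value because of its rule on Cook's distance. Carry-over from another cardiac library is argued against by the highest share of miR-122 elsewhere, 0.05953%. A candidate explanation is liver RNA in this library. All 6 of the other miRNAs on a liver list written after miR-122 had been seen were highest in HSA replicate 3, where 0.5 would be by chance. Of the 7 miRNAs on that list, 2 are also on the epithelial list, 3 are on Supplementary Table 5, and 5 had a median above 1 CPM in control hearts. Apart from miR-122, the most abundant were miR-192 with 8082 CPM, against at most 2271 CPM elsewhere, miR-148a with 5971 CPM against at most 3043 CPM, and miR-194 with 4168 CPM against at most 1679 CPM. The muscle miRNAs took 0.0892% of counts there, against 13.5% to 19.3% in control. Whether such RNA might come from liver tissue in the block, a metastatic site, a mislabelled sample or handling cannot be decided from these libraries. Without this library the log2 fold change of miR-122 was 3.24, so a smaller rise in the other HSA libraries is not covered by this explanation. MiR-885, another miRNA of the list, had a log2 fold change of 2.83 with this library and -0.33 without it.
The other single values that stood apart were miR-328 in HSA replicate 3, at 1.723 against 3.897 to 4.362, miR-196b in control replicate 4, at 1.038 against -1 to -0.281, and miR-503 in control replicate 1, at 4.91 against 3.135 to 3.774. No biological explanation was tested for them, and their number is near what chance gives. Of these, the low miR-328 lies in the library with the high share of miR-122.
Called miRNAs that are not on Supplementary Table 5 were listed as signals outside those the paper discusses. Besides miR-122, these were miR-215 with a log2 fold change of 6.2242, miR-182 with 5.3440, miR-183 with 5.0929, miR-106b with 1.0884, miR-500 with 1.0705, miR-502 with 1.0631 and miR-20a with 1.0555. For miR-122, miR-182, miR-183 and miR-215, DESeq2 gave no p-value under its rule on Cook's distance, and called them once the rule was removed, a setting chosen after the data were seen. MiR-20a, miR-500 and miR-502 had log2 fold changes of 0.985, 0.997 and 0.981 with DESeq2, under the threshold of 1, and miR-106b had 0.98 with DESeq2 on 1 entry per mature miRNA, also chosen after the data were seen. With limma on the deposited CPM, miR-122 and miR-215 had adjusted p of 0.0147 and 0.0174 and were not called. Over the alternatives set before the data were examined that kept all libraries, their adjusted p ran from 0.00405 to 0.0341 and from 0.00366 to 0.039. When the test was made against the fold threshold, of these 8 miRNAs only miR-182 stayed called.
The rises of miR-182, miR-183 and miR-215 belong to the epithelial list. Of the 14 miRNAs on that list, 12 were highest in HSA replicate 5. This library was picked because of these values, so the count does not test whether RNA of epithelium in it raised them, and that explanation stays open for the size of the rises. The most abundant were miR-375 with 10488 CPM, miR-200c with 1569 CPM and miR-203 with 1310 CPM, against at most 8.2, 4.28 and 14.1 CPM in control. The next highest values were also in HSA. They were 5292 CPM for miR-375 in replicate 3, 213 CPM for miR-200c in replicate 4 and 331 CPM for miR-203 in replicate 2. The other 2, miR-192 and miR-194, were highest in HSA replicate 3. Without HSA replicate 5, the log2 fold changes were 3.60 for miR-182, 3.09 for miR-183 and 3.09 for miR-215, and miR-215 was no longer called (adjusted p = 0.0103). The calls do not depend on this library alone. MiR-215 was lost in 8 of 12 fits that left out 1 library, those without any 1 of the 6 control libraries or HSA replicate 4 or 5, with adjusted p from 0.01004 to 0.0175, and miR-183 in the 4 without control replicate 1, 2, 4 or 5, with adjusted p from 0.0108 to 0.0126. In the other 5 HSA libraries, the mean log2 CPM of the list was above that of every control library. The difference from control was 3.236 (exact permutation test, two-sided p = 0.00216, n = 5 against 6). The higher level thus does not rest on HSA replicate 5 alone. Leaving this library out cannot test for epithelial RNA in it, and epithelial RNA in the other HSA libraries was not tested. Of the 14 listed miRNAs, 8 are on Supplementary Table 5, 7 had a median above 1 CPM in control hearts and 2 are on the liver list.
MiR-106b and miR-20a are on the proliferation list, of which 12 of 13 members were higher in HSA. Neither a technical nor a biological explanation was tested for miR-106b, miR-20a, miR-500 and miR-502, whose log2 fold changes lie near the threshold, and leaving out 1 library changed their calls in 4, 3, 10 and 10 of 12 fits.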

How the results depend on the processing

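Chosen only after the results were seen were the thinned counts, the muscle covariate, the settings with 1 entry per mature miRNA and DESeq2 without the Cook's distance rule. The other alternatives were set before the data were examined.
The number of called miRNAs lay between 54 and 77 under 11 of the alternatives set before the data were examined, those other than the test against the fold threshold and the replicate term. The scaling changed the balance of directions. With library size only, the median log2 fold change of all tested entries moved by 0.58 and, of 74 called miRNAs, 69 were higher and 5 lower, a share of 93.2% higher against 72.4%. Limma on the deposited CPM moved that median by 0.41 and called 5 lower miRNAs, with 91.5% higher. Both leave out a factor for composition, and the direction of small changes depends on this choice. With library size only the log2 fold change of miR-8859a was 0.28 and that of miR-8859b 0.49, and with limma they were 0.29 and 0.51, all reversed. Relative to the median of all entries, miR-8859a was at -0.62 and miR-8859b at -0.43 with TMM, -0.63 and -0.42 with library size only, and -0.45 and -0.23 with limma, below that median in each case. MiR-126 reversed to 0.0641 with library size only, and relative to the median it was at -0.78 with TMM and at -0.84 in that setting. With counts thinned to the smallest library, miR-8859b reversed to 0.00218. The cause was not tested.
The test against the fold threshold called 11 miRNAs, 10 higher and 1 lower, a share of 90.9% higher. Of these, 10 are on Supplementary Table 5, 8 are on the splenic list and 3 are not, 2 are qPCR miRNAs and 5 are on the panel. This test asks for more than a difference from 0, so fewer calls follow from its construction. DESeq2 called 24 panel miRNAs, as it did on 1 entry per mature miRNA, and 25 without the Cook's distance rule, against 15 with edgeR. Of the 9 that DESeq2 added to edgeR's, 6 had not passed edgeR's filter, and edgeR without a filter called 20, with 5 of these 6. The other 3 were tested by edgeR and lay near a threshold, miR-20b and miR-32 with adjusted p of 0.011 and 0.0127 and miR-99b with a log2 fold change of -0.99.
With the replicate number as a term, 6 miRNAs were called, 3 higher and 3 lower, a share of 50% higher. Of these, 6 are on Supplementary Table 5, 3 are on the splenic list and 3 are not, 1 is a qPCR miRNA and 1 is on the panel. At an unadjusted p under 0.05 there were 114 entries, against 130 without the term. The numbers do not pair the dogs. Across miRNAs, the correlation between the HSA and the control library of the same number, each taken relative to its condition, was -0.0685, -0.0279, 0.0427, -0.127, -0.136 and -0.279 for numbers 1 to 6. In simulated data the term lowered the number of changed entries called from 31 to 25. With the mean of the muscle miRNAs as a covariate, 9 miRNAs were called, 6 higher and 3 lower, of which 8 are on Supplementary Table 5, 4 are on the splenic list and 5 are not, 1 is a qPCR miRNA and 1 is on the panel. The covariate differs between the conditions, so it takes up part of the contrast by construction. It reversed the log2 fold changes of miR-126, miR-1, miR-133a and miR-499 to 0.0378, 0.038, 0.34 and 0.20, and that of miR-885 to -0.79.
Across the 12 fits that each left out 1 library, from 24 to 65 miRNAs were called, from 19 to 45 higher and from 5 to 20 lower. Of these, from 21 to 51 are on Supplementary Table 5, from 10 to 16 are on the splenic list and from 13 to 49 are not. From 6 to 9 qPCR miRNAs and from 9 to 17 panel miRNAs were called. The count fell by more than a factor of 1.5 without control replicate 1 (25), 2 (29), 4 (26), 5 (24) or 6 (38) and without HSA replicate 4 (38). Fewer libraries widen the error by construction, but this holds for every one of these fits. Without HSA replicate 5 or 6, 56 and 65 miRNAs were called, so the number of libraries alone does not account for the falls. Their cause was not tested. From 2 to 3 candidate normalizers kept an adjusted p above 0.05. MiR-885 had log2 fold changes from -0.33, without HSA replicate 3, to 3.07.
The list results were as follows with fry, on miRNAs that passed the filter. The muscle list had a median log2 fold change of -1.24 (adjusted p = 0.0399, 7 miRNAs), the epithelial list 5.34 (adjusted p = 0.019, 9 miRNAs), the myeloid and lymphoid list 2.31 (adjusted p = 0.0131, 6 miRNAs) and the proliferation list 1.317 (adjusted p = 0.00122, 13 miRNAs). The erythroid list had 0.81 (adjusted p = 0.58, 3 miRNAs) and the imprinted cluster 1.46 (adjusted p = 0.58, 22 miRNAs), higher than every control library in 2 of 6 HSA libraries and lower in 3. MiR-126, the single endothelial miRNA, had a log2 fold change of -0.45 (adjusted p = 0.328). Of the listed miRNAs, 8 of the epithelial, 5 of the myeloid and lymphoid, 5 of the proliferation and 2 of the erythroid list are on Supplementary Table 5, which was picked from these libraries, and 0 of the muscle list, the endothelial list and the imprinted cluster. Camera at a preset correlation of 0.01 called the same 4 lists. With an estimated correlation it called none, the medians being -1.24, 5.34, 2.31 and 1.317 as before and each adjusted p 0.395. In that setting, 0 of the 6 lists had an unadjusted p under 0.05. The muscle list had a median of -0.82 with library size only (adjusted p = 0.134) and -2.31 with the replicate term (adjusted p = 0.0725), and was not called in either.
When each library was left out in turn, the muscle list had medians from -1.68 to -0.98 and an adjusted p under 0.05 in 5 of 12 fits. The erythroid list had medians from 0.23, without HSA replicate 4, to 1.03 and an adjusted p under 0.05 in 1 fit, without HSA replicate 5 (1.03, adjusted p = 0.0375). The epithelial, the myeloid and lymphoid and the proliferation list had adjusted p under 0.05 in all 12 fits, and the imprinted cluster in 0 of them. Without HSA replicate 1 the median of the proliferation list was 0.89, and without HSA replicate 5 that of the imprinted cluster was 0.69.
For 47 of the miRNAs named in the text, the 13 alternatives set beforehand, apart from leaving out a library, gave 603 values, of which 84 changed: 74 weaker, 5 stronger and 5 reversed. The 5 settings added later changed 47 of 227, 39 weaker, 2 stronger and 6 reversed, and leaving out 1 library left 442 of 564 the same, the others being 120 weaker, 1 stronger and 1 reversed. The direction of all 12 tested qPCR miRNAs was the same in every alternative that tested them, and the correlation between sequencing and qPCR stayed between 0.801 and 0.953. The splenic comparison and its alternatives were not run, since the splenic counts were not among the files used.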

Differences from the paper's values

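The tests named here as chosen after the values were seen are the only ones of that kind. For none of the cardiac sequencing counts that the paper states, and none of the 61 log2 fold changes of Supplementary Table 5 that were tested, did the values given here and the paper's lie further apart than the larger error or, for counts, a factor of 1.5. The qPCR values of Table 3 are another measure, were set against the sequencing only by correlation, and are not part of this statement. The paper's count of cardiac miRNAs is 71, of which 48 are higher and 23 lower in Supplementary Table 5, against 58, 42 and 16 here. The paper's counts of 53 miRNAs outside and 18 inside the splenic list compare with 43 and 15.
The lists nonetheless name different miRNAs. Of the paper's 71, 11 were tested and not called. With edgeR, miR-95, miR-429, miR-20b, miR-32, miR-371, miR-105a, miR-105b, miR-486 and miR-628 had adjusted p of 0.0101, 0.0104, 0.011, 0.0127, 0.0137, 0.0172, 0.028, 0.0205 and 0.0208, above 0.01, and each was called at an adjusted p of 0.05, the value in the legend of Supplementary Table 5, where the methods give 0.01. MiR-99b had a log2 fold change of -0.99 (adjusted p = 0.00271) and miR-24 one of -0.96 (adjusted p = 0.0205). DESeq2, the tool of the paper, called these miRNAs except miR-24, and DESeq2 on 1 entry per mature miRNA, chosen after the values were seen, also called miR-24. Scaling by library size only called miR-20b, miR-32, miR-371 and miR-429, and limma called miR-32 and miR-371. Median-of-ratios factors, TMM without the muscle miRNAs, no filter and 1 entry per mature miRNA, the last chosen after the values were seen, called miR-99b. TMM without the muscle miRNAs and the thinned counts, the latter chosen after the values were seen, called miR-95. DESeq2 without the Cook's distance rule, also chosen after, called the same 20 as DESeq2 with it. Leaving out 1 library called miR-99b without control replicate 2, 3 or 6 or HSA replicate 1, 4, 5 or 6, miR-32 and miR-371 without control replicate 3, miR-371 and miR-20b without HSA replicate 5, miR-105a and miR-105b without HSA replicate 1, miR-429 without HSA replicate 2, miR-95 without HSA replicate 3 or 6, and miR-24 and miR-628 without HSA replicate 6.
The other 10 of the paper's 71, miR-141, miR-187, miR-188, miR-196a, miR-202, miR-205, miR-211, miR-34c, miR-8908a-3p and miR-8908b, did not pass edgeR's filter, and DESeq2 with and without the Cook's distance rule, and on 1 entry per mature miRNA, called all 10. Without a filter, edgeR called miR-141, miR-188, miR-196a, miR-202, miR-205 and miR-34c, and a mean of at least 10 CPM called miR-141, miR-196a and miR-202. MiR-34c was also called without control replicate 6 or HSA replicate 1, and miR-202 without HSA replicate 4. The paper lists miR-187 among the miRNAs that rose. It had 0, 184, 0, 3, 296 and 0 counts in HSA replicates 1 to 6 and 0 in every control library, so it was at least 32.6-fold higher in HSA and rests on HSA replicates 2 and 5.
The paper gives 12 qPCR miRNAs as upregulated in cardiac HSA with the sequencing in the same direction. In sequencing, miR-503 and miR-18b were not called under any alternative, with adjusted p from 0.0136 to 0.449 and from 0.0255 to 0.492 over the alternatives set before the data were examined that kept all libraries. Neither is on Supplementary Table 5, so the paper's sequencing list does not call them either. Both were higher in HSA here, the direction that the paper gives.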

Other observations

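Every test in this part was chosen after the result was seen. The cardiac table lists 453 mature miRNAs, and 320 of them had a read in a cardiac library. Single libraries had reads on 245 to 256 mature miRNAs in control and 253 to 282 in HSA.
The control libraries resembled each other more than the HSA libraries did. Pairs of control libraries had correlations of log2 CPM from 0.985 to 0.992, pairs of HSA libraries from 0.827 to 0.974, and pairs of 1 library of each condition from 0.794 to 0.965. The first principal component held 52.8% of the variance. HSA replicates 1 and 6 lay nearest to the control libraries on it.
The muscle miRNAs varied most within HSA. They took 17.5% and 19.0% of counts over 1 entry per mature miRNA in HSA replicates 1 and 6, against 13.5% to 19.3% in control, and 3.33%, 0.0892%, 3.77% and 9.09% in HSA replicates 2 to 5. The mean log2 CPM of the list differed between the conditions by -2.30 (exact permutation test, two-sided p = 0.0173, n = 6 against 6), and it was below every control library in 5 of 6 HSA libraries. A lower share of heart muscle is a candidate explanation for the rise of other miRNAs. If muscle alone were lost, this would raise the markers of every other cell type alike. The myeloid and lymphoid list rose relative to the endothelial miR-126 by 2.453 (exact permutation test, two-sided p = 0.00866). The proliferation list rose by 1.73 (exact permutation test, two-sided p = 0.00216, the smallest that 6 against 6 allow). Within HSA, however, miR-126 was highest in replicates 1 and 6, which had the highest muscle shares, at 4295 and 3719 CPM. In HSA replicates 2 to 5 it had from 944 to 1547 CPM. Since miR-126 may be lost together with the heart tissue, these contrasts cannot decide whether muscle share is the whole cause. The change of miR-126 itself was -0.67 (exact permutation test, two-sided p = 0.113). Infiltrating blood cells and dividing tumor cells stay open, as does a change of expression within a cell type, and none of these was tested.
A lower share of muscle is also a candidate explanation for the lower miRNAs. The mean log2 CPM of the 16 lower miRNAs differed by -1.631 between the conditions, and by -1.357 (standard error 0.196) once the muscle list was in a linear fit. The adjustment thus left most of the difference, which argues against muscle share as the whole cause, with the reserve that these 16 were chosen because they were lower. Within the 6 HSA libraries, their mean and that of the muscle list had a Pearson r of 0.686 (exact permutation p = 0.128) and a Spearman rho of 0.657 (exact permutation p = 0.175), both 0.175 after Benjamini-Hochberg adjustment over the 2, so a relation within HSA was not shown. Without the 2 libraries farthest from the median muscle value r was 0.926.
Some miRNAs had most of their counts in 1 to 3 HSA libraries and are named here after their values were seen. MiR-202 had 6975 counts in HSA replicate 2 and 22290 in HSA replicate 5, and at most 40 in any other library. MiR-375 had 40497 counts in HSA replicate 2, 17006 in HSA replicate 3 and 55942 in HSA replicate 5, against at most 491 in any other library, though its normalized level was above every control library in all 6 HSA libraries. MiR-7 had 68664 and 73951 counts in HSA replicates 2 and 5, against at most 4445 elsewhere. In HSA replicate 2, miR-216a, miR-216b and miR-217 had 667, 2575 and 768 counts, against at most 10, 145 and 45 elsewhere. DESeq2 without its rule on Cook's distance called miR-216b and miR-217 and not miR-216a (adjusted p = 0.0741). Of the 12 miRNAs to which the rule gave no p-value, 9 were called once it was removed.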
